A study of Homo sapiens with 6 samples. Its data were reported in "Robust Inference of Cell-to-Cell Expression Variations from Single- and K-Cell Profiling" (2016).

How the data were processed

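Monocytes from healthy donors were differentiated with 100 ng/mL M-CSF for 6 days. They then received fresh medium with M-CSF alone (CNT) or with 100 ng/mL IFNγ and 100 ng/mL TNFα (IFNT) for 18 hours. Total RNA was depleted of ribosomal RNA and made into stranded Illumina libraries, 3 per condition. Groups were taken from the treatment label of each library. Another label of the same libraries describes a treatment with interleukin 10, which disagrees with the treatment label and was not used. The titles carry 3 numbers that recur in both conditions, and the study's methods name the same number of donors. P-values can thus reflect how the response varied between donors as well as technical spread. DESeq2, the program of the authors' model, estimates a gene's spread partly from other genes. How far each p-value rests on that gene's own donors cannot be told from the output used here.

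Per the labels' processing notes and the study's methods, the authors demultiplexed reads with CASAVA, aligned them to the hg19 genome with TopHat2 (version 2.0.11) and Bowtie2, and counted them per gene with featureCounts. The notes list CASAVA 1.8.2 and Bowtie2 2.2.2 for the CNT libraries. For the IFNT libraries they list CASAVA 1.8.3, 1.8.4 and 1.8.5, and Bowtie2 2.2.3, 2.2.4 and 2.2.5, numbers that rise in single steps over the libraries. Such steps can come from how the notes were filled in, so it is uncertain whether these versions were used. If they were, they follow the treatment, and any effect of them cannot be told apart from it. The gene annotation, the strand setting of the counting and the treatment of reads that match several genes are not given in the sources used here. The authors then fitted DESeq2 with donor and treatment as terms. A gene whose sequence recurs elsewhere can lose or gain reads in such counting, and without strand a gene and an overlapping antisense gene cannot be told apart.

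The 1 deposited table used here holds the output of that model for the 93 panel genes and lists 6 library names, all of which match the labels. The authors' mean normalized count is a coverage signal, the mean over the libraries of gene counts divided by size factors. Their deposited log2 fold change and its SE are in log2 units, and the direction, IFNT over CNT, was read from the name the authors gave the table. The deposited Wald statistic is a score, equal to the log2 fold change divided by its SE. The deposited p-value and adjusted p-value come from the Wald test of the authors' model. Whether the authors' log2 fold changes were shrunken toward 0 is not given in the sources used here. If so, folds of genes with few counts are understated. RARRES3 and TNF have a p-value listed as 0. No values per library were used, so the depth of the libraries is unknown and no new model of the counts was fitted.

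The authors' adjusted p under 0.05 decided which genes had changed. A fold is 2 raised to the log2 fold change, and a 95% interval is the log2 fold change with the normal quantile times the SE on each side. The number of genes over which p was adjusted was found as the smallest number, from 1000 up to 70000, for which most ratios of p to adjusted p gave whole ranks. At 14877 genes, 79 of the 91 panel genes with a usable p gave a rank within 0.0001 of a whole number. Multiples of that number fitted as well, which would leave all shares as they are. The split into higher and lower was tested with a two-sided exact binomial test. Before the data were examined, 17 gene lists, the tests, the alternatives and the rule for naming genes were fixed. Each of the 9 lists with at least 4 measured members was compared with the other panel genes by a two-sided permutation test of mean log2 fold change (100000 resamples, Benjamini-Hochberg over lists). The other lists were glycolysis and hypoxia, mitochondrial and energy metabolism, lipid and cholesterol handling, iron and redox, RNA processing, housekeeping genes and the lists of other cell types. Relations across genes used Pearson's r and Spearman's rho with permutation p-values, adjusted over all 6.

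Genes were named by a fixed rule. It took the 12 highest and 12 lowest log2 fold changes among genes past the threshold, the 4 smallest p-values in each list tested, 10 genes fixed by name, and the 3 highest and 3 lowest mean counts. This gave 48 genes. All other genes named here were chosen after their values were seen.

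The trend of SE on mean count was fitted by least absolute deviations as the square root of a term inverse to the mean plus a constant. Shared sequence was measured on GENCODE release 29 (human assembly 38) as the percentage of a gene's 31-base words that occur in the exons of other genes. Exon overlap is the percentage of a gene's exon bases that lie within exons of other genes on either strand. Since that assembly is not the one the authors used, no coordinates are given. Of the panel symbols 89 are current and 4 older ones were matched by synonym (EIF2C4, RARRES3, CSDA and IL8, now AGO4, PLAAT4, YBX3 and CXCL8). Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

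The code was tested on simulated data. The number of tests, simulated from random scores of which 93 were drawn, was recovered in 10 of 10 simulations. For lists, the panel's log2 fold changes were shuffled. A list of 9 genes shifted by a log2 fold change of 2 was called in 84.0% of 200 simulations, and one not shifted in 6.5%. Shuffling makes list members independent of each other. Both percentages therefore do not show how often the test errs for members that change together. Genes changed by a log2 fold change of 1 were recovered in 89.2% of cases, with 3.65% false among all calls. These last values took the 93 genes' SEs as known and adjusted p over the 93 genes. They therefore do not describe the authors' calls. Alternatives covered thresholds of 0.01 and 0.1, adjustment over the panel alone, minimum mean counts of 10 and 100, a minimum fold and other centrings. For lists they also covered other statistics. Centring subtracted a constant from every log2 fold change, with no error for the constant, and adjusted p over the 93 genes alone. A call gained or lost that way can come from the shift alone.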

Results

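Human macrophages were grown from blood monocytes of healthy donors with macrophage colony-stimulating factor (M-CSF) for 6 days. They were then kept in M-CSF alone (CNT) or exposed to interferon gamma (IFNγ) together with tumor necrosis factor alpha (TNFα), a condition called IFNT, for 18 hours. RNA from whole populations of cells was sequenced in 3 CNT and 3 IFNT libraries. The study used the fold changes from these bulk libraries as a reference for changes inferred from single cells and from small pools of cells. The deposited table covers the 93 genes of the study's panel, which was chosen for macrophage activation and for core processes of the cell. It holds for each gene a mean normalized count, a log2 fold change (log2(FC), IFNT over CNT), its standard error (SE), a p-value and an adjusted p-value from the authors' own model. Values per library, and so the depth of each library, were not analysed here. The mean normalized count ranged from 3.52 for CX3CR1 to 606854 for FTL, with a median of 3271. FTL, CXCL9 and ACTB together held 58.8% of the panel's summed mean counts. Each value after ± is the SE of a log2(FC) as the authors' deposited table gives it.

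The first question was which panel genes differed between resting and inflammatory macrophages. The largest rise in the authors' deposited table was that of RARRES3, an interferon-inducible phospholipase, at a log2(FC) of 7.71 ± 0.20, which is 209.7-fold. IFITM1, a membrane protein that limits virus entry, followed at 6.44 ± 0.36, then CD38, an NAD-consuming surface enzyme, at 5.82 ± 0.59. Levels in CNT, worked out from the mean count and the fold, were about 39.0 for RARRES3, 9.84 for IFITM1 and 135 for CD38. The panel's median mean count was 3271, so the sizes of these folds rest on low control levels. The 95% intervals of IFITM1 (5.73 to 7.15) and CD38 (4.66 to 6.99) overlap, so their order is not settled. The largest fall in the authors' deposited table was that of IL10, the anti-inflammatory cytokine, at -3.13 ± 0.29. Next came the growth factor gene PDGFC at -2.72 ± 0.19 and the AP-1 subunit gene FOS at -2.56 ± 0.31. Levels in IFNT, worked out in the same way, were about 43.3 for IL10, 177 for PDGFC and 69.8 for FOS. Of the 93 genes in the authors' deposited table, 60 passed an adjusted p of 0.05, 42 of them higher and 18 lower in IFNT. Among these, 30 were higher and 12 lower by at least 2-fold, and 8 were higher by at least 16-fold. The share that was higher was 70.0%, with an exact Clopper-Pearson 95% interval of 56.8% to 81.2% (two-sided exact binomial p = 0.00267). Genes are not independent of each other, so this interval describes the panel only. Relative to the housekeeping genes ACTB and GAPDH, with a median log2(FC) of 0.27, 39 genes were higher and 30 lower. The test of the split then no longer passed (exact binomial p = 0.336). Relative to the panel median of 0.29, 39 were higher and 31 lower, but that centring evens the signs of the fold changes by construction. The housekeeping centre rests on ACTB, itself called higher, and GAPDH, and lies close to the panel median. Neither centring can therefore decide the split.

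**Figure D1:**
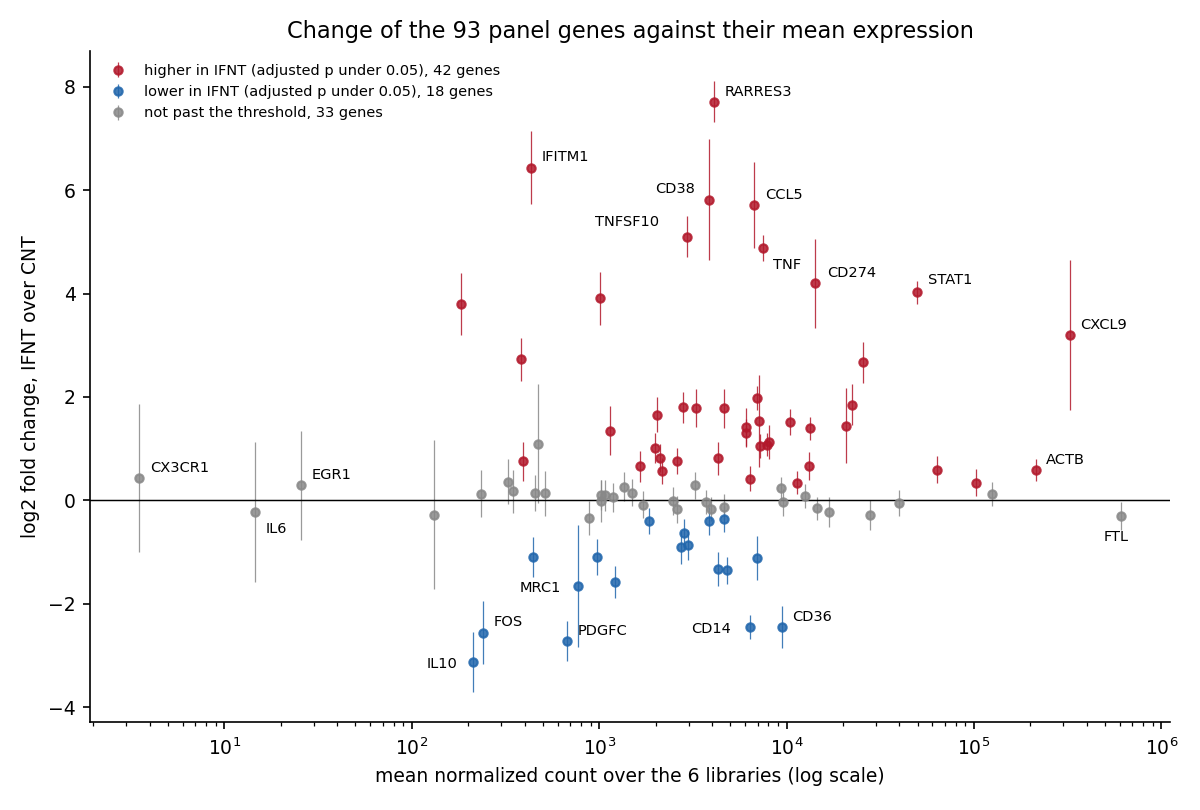
Log2 fold change of IFNT over CNT (vertical axis, log2 units) against the mean normalized count over the 6 libraries (horizontal axis, log scale) for the 93 panel genes in the authors' deposited table. Bars are 95% intervals from the SE, red marks the 42 genes that were higher, blue the 18 that were lower and grey the 33 not past the threshold. RARRES3 lies highest at 7.71 and IL10 lowest at -3.13.

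The panel can be set beside the other genes that the authors tested. The smallest number of genes that fitted the ratios of p-values to adjusted p-values was 14877. Multiples of it fitted as well, and would raise the ranks and counts below in proportion. With 14877 genes, STAT1 ranked 10, TNFSF10 ranked 33 and CD14 ranked 61 by p. Between 4811 and 5619 of the 14877 genes passed the same threshold, a share of 32.3% to 37.8%, against 64.5% of the panel. Taking the upper limit, the panel had the higher share (two-sided Fisher exact p = 2.34e-07, odds ratio 3.02). The panel was selected by the study for macrophage activation, and the mean expression of the other genes was not compared.

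Genes of the interferon response list rose with few exceptions. IFNγ and TNFα were given only together, so a rise cannot be credited to either cytokine alone. Of the list's 9 measured members, 8 rose and none fell, with a median log2(FC) of 4.03 in the authors' deposited table. STAT1, the transcription factor that carries the signal of the IFNγ receptor, rose by 4.03 ± 0.11. The death ligand gene TNFSF10 (TRAIL) rose by 5.10 ± 0.20 and CD274, which encodes the checkpoint ligand PD-L1, by 4.20 ± 0.44. CXCL9, a chemokine gene for T cells, rose by 3.20 ± 0.74 (adjusted p = 8.65e-05 in the authors' deposited table). IFI30, a lysosomal thiol reductase gene, was the member that did not pass, at 0.13 ± 0.12. The mean log2(FC) of members was 3.32 above that of the other panel genes (two-sided permutation test, p = 1e-05, the smallest it can give; adjusted over the 9 lists tested, 9e-05). Permutation of genes treats them as independent, which members of a list are not. Its p-values, here and for the other lists, can therefore be too small and describe the panel only. Adjusted over the list alone, 8 members also passed. The antigen presentation list had 4 measured members, all of them also in the interferon list. Of these, CIITA, the master regulator of MHC class II genes, rose by 1.98 ± 0.12 and ICAM1, an adhesion molecule gene, by 2.67 ± 0.20. With CD274, 3 members rose, also 3 when adjusted over the list alone, and the median in the authors' deposited table was 2.33. The mean of members was 1.58 above that of the other genes, a difference on 4 genes that did not pass (permutation p = 0.106, adjusted p = 0.191). Of the sequence of IFITM1 35.3%, and of that of IFI30 44.6%, was shared with other annotated genes, so their values are uncertain. Exon overlap with other genes was 23.4% for CIITA and 23.6% for ICAM1, which matters if reads were counted without strand.

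Inflammatory cytokines and chemokines moved in both directions. Of 9 measured members, 5 rose and 1 fell, with a median log2(FC) of 1.54 in the authors' deposited table. CCL5, a chemoattractant for T cells and monocytes, rose by 5.72 ± 0.42 and TNF itself by 4.88 ± 0.13. CCL3, another chemokine gene, rose by 1.54 ± 0.45 (adjusted p = 0.00287 in the authors' deposited table). IL8, the neutrophil chemokine gene, fell by 1.11 ± 0.22. In the authors' deposited table IL1B stood at 1.10 ± 0.59, IL6 at -0.22 ± 0.69 and IL12B at -0.28 ± 0.74, and none of these 3 passed. Their 95% intervals reached 2-fold, so a change of that size was not excluded. The mean of members was 1.64 above that of the other genes, which passed before but not after adjustment (permutation p = 0.0172, adjusted p = 0.0552). Adjusted over the list alone, 6 members passed. TNFSF10 and CXCL9, which both rose, are also in the interferon list, so the lists are not separate evidence. CCL5 and CCL3 shared 21.8% and 20.9% of their sequence with other annotated genes, so their values are uncertain. Exon overlap with other genes was 74.6% for CCL3 and 20.7% for IL6, which adds to this if reads were counted without strand.

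In the NF-kB and MAPK list more members rose than fell, but the list did not pass its test against the other genes. Of 13 measured members, 7 rose and 2 fell (9 passed when adjusted over the list alone), with a median of 0.42 in the authors' deposited table. RELA rose by 1.80 ± 0.15, NFKB2 by 1.78 ± 0.19 and NFKBIA, the gene of the NF-kB inhibitor, by 1.85 ± 0.20. The stress-response factor gene ATF3 rose by 1.66 ± 0.17, whereas FOS and JUN were the members that fell. DUSP1, a MAPK phosphatase gene, stood at 0.17 ± 0.21 in the authors' deposited table and did not pass. The mean of members lay 0.12 below that of the other genes although their median lay above it (0.42 against 0.15), and the test did not pass (permutation p = 0.837, adjusted p = 0.975). IRF5, which rose by 0.42 ± 0.12, no longer passed with either centring, a loss that includes the downward shift.

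The myeloid and activation transcription factors shared 10 members with the NF-kB and MAPK list. Of 26 measured, 15 rose and 6 fell, with a median of 0.54 in the authors' deposited table, and 22 passed when adjusted over the list alone. With centring on the panel median 13 were higher and 7 lower, with a median of 0.25, and on the housekeeping genes 13 and 6, with a median of 0.27. NFE2L2, at 0.35 ± 0.12 in the authors' deposited table, lost its call with either centring, with the Holm adjustment and with a threshold of 0.01. IRF4 rose by 3.91 ± 0.26, STAT4 by 3.80 ± 0.31, TFEC by 1.39 ± 0.11 and the hypoxia factor gene HIF1A by 0.66 ± 0.14. LMO2 fell by 1.09 ± 0.20 and PPARG, the gene of a lipid-sensing nuclear receptor, by 1.10 ± 0.18. SPI1 (PU.1), a lineage factor of myeloid cells, stood at 0.23 ± 0.11 in the authors' deposited table (adjusted p = 0.0983). The difference in mean from the other genes did not pass (0.05, permutation p = 0.906, adjusted p = 0.975).

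Several receptors for scavenging and for microbial products fell. In the list of alternative activation, scavenging and resolution, 4 of 10 members rose and 5 fell (9 passed when adjusted over the list alone), with a median of -0.66 in the authors' deposited table. Besides IL10 and PPARG, the scavenger receptor gene CD36 fell by 2.45 ± 0.21 and CLEC7A, which encodes the beta-glucan receptor Dectin-1, by 1.36 ± 0.14. The mannose receptor gene MRC1 fell by 1.66 ± 0.61, a call with a wide error (adjusted p = 0.0203 in the authors' deposited table). The Holm adjustment over the panel ended that call. The members that rose were STAT3 by 1.52 ± 0.13, STAT6 by 1.08 ± 0.12, TGFB1 by 1.01 ± 0.15 and CHI3L1 by 0.34 ± 0.13. These are signal transducers and secreted proteins. CHI3L1 lost its call with either centring, with the Holm adjustment and with a threshold of 0.01. With either centring 3 members of the list were higher and 6 lower. There MSR1, at -0.23 ± 0.15 in the authors' deposited table, passed as lower, a call that includes the downward shift. In the list of pattern recognition and phagocytic receptors, 2 of 9 members rose and 5 fell, with a median of -0.40 in the authors' deposited table. CD14, the lipopolysaccharide co-receptor gene, fell by 2.45 ± 0.12, while TLR4 rose by 1.13 ± 0.17 and CASP1, the inflammasome protease gene, by 1.78 ± 0.19. Adjusted over the list alone, 7 members passed. TLR2 fell by 0.40 ± 0.14, and like MRC1 it lost its call with the Holm adjustment and with a threshold of 0.01. With either centring 2 members were higher and 7 lower. Both lists lay below the other panel genes before but not after adjustment. Their mean differences were -1.49 (permutation p = 0.0230, adjusted p = 0.0552) and -1.54 (permutation p = 0.0245, adjusted p = 0.0552). The members' means were -0.60 and -0.66. Those of the other genes were 0.89 and 0.88, with medians of 0.29 and 0.34. The differences therefore also reflect strong rises among the other genes. The lists share 4 members, so they are not separate evidence.

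**Figure D2:**
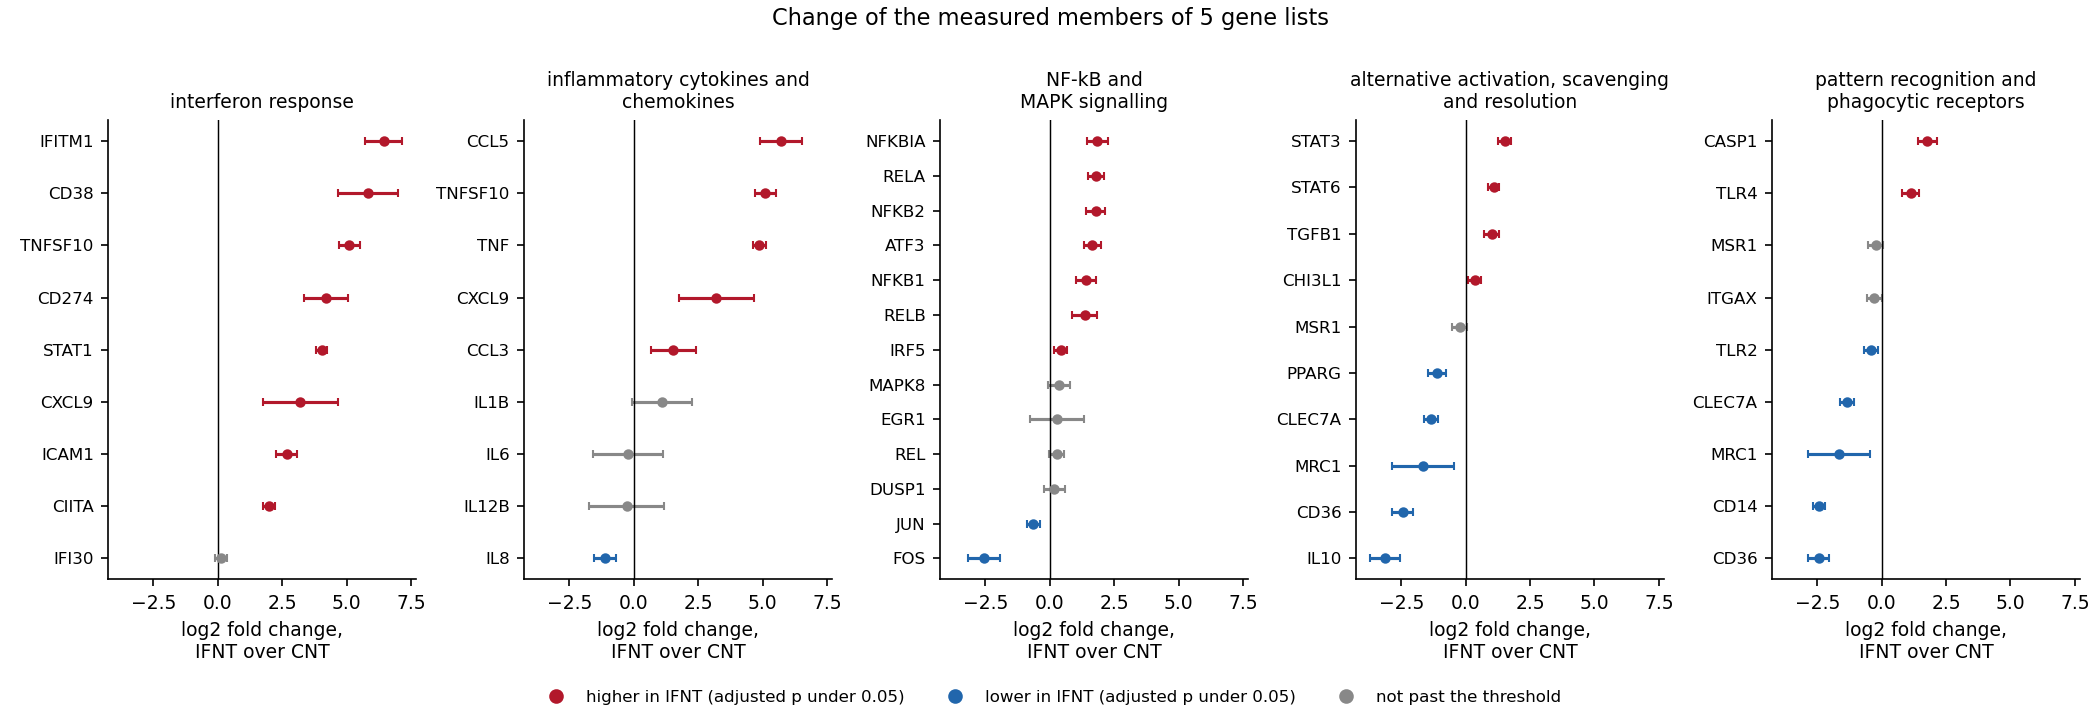
Log2 fold change of IFNT over CNT (horizontal axes, log2 units) for the measured members of 5 gene lists, from the authors' deposited table. Points are genes, bars are 95% intervals from the SE, red is higher, blue lower and grey not past the threshold. In the interferon response list 8 of 9 members lie to the right of 0 and are red, whereas CD36, CD14, MRC1 and CLEC7A lie to the left in the receptor list.

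Surface markers of myeloid cells had 4 measured members, with a median of 0.07 in the authors' deposited table, which is less than the shift made by either centring and so turns negative by construction. The chemokine receptor gene CCR5 rose by 1.31 ± 0.13 and CD14 fell, while ITGAX (-0.29 ± 0.15) and CX3CR1 (0.43 ± 0.73) did not pass. ITGAX passed as lower with either centring. In the apoptosis and cell cycle list, CASP1 and CASP3 rose, the latter by 0.82 ± 0.14, and BAX (0.14 ± 0.18) and TP53 (0.06 ± 0.14) did not pass. Both lists had 2 members past the threshold when adjusted over the list alone. The mean of the myeloid markers differed from that of the other genes by -1.02, which on 4 members did not pass (permutation p = 0.294, adjusted p = 0.441). The apoptosis list had a median of 0.48 and a mean difference of -0.03, which did not pass either (permutation p = 0.975, adjusted p = 0.975). The remaining lists had 3 members or fewer and were not tested as groups. In the iron and redox list 1 member rose (NFE2L2) and 1 fell. The latter was CAT, the catalase gene, which fell by 1.34 ± 0.17, while FTL, the ferritin light chain gene, stood at -0.31 ± 0.14 (adjusted p = 0.0649) in the authors' deposited table. FTL passed when p was adjusted over its list or over the panel alone, and with either centring, and 33.3% of its sequence was shared with other genes. The actin gene ACTB rose by 0.59 ± 0.11, and GAPDH stood at -0.05 ± 0.13 in the authors' deposited table and did not pass. Centring on both genes places one above and the other below 0 by construction, and 20.1% of the sequence of GAPDH was shared with other genes. In the mitochondrial and energy metabolism list GLUL rose by 0.59 ± 0.13, while SIRT1 (-0.35 ± 0.17) and MTOR (-0.03 ± 0.12) did not pass. Both of these passed as lower with either centring. The centred calls of ITGAX, FTL, SIRT1 and MTOR include the downward shift of the centring, so those calls are not evidence of a fall. No marker of lymphocytes, natural killer cells, granulocytes, red cells or dendritic cells from the fixed lists was measured, so a share of other cells was not assessed.

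The last question was for which genes the table could show a change. The SE in the authors' deposited table ranged from 0.11 for ACTB to 0.74 for CXCL9, with a median of 0.15. It was smaller for genes with more counts: the median SE was 0.14 for the 72 genes with a mean of at least 1000 and 0.23 for the other 21. Across genes, which are not independent replicates, Pearson's r between SE and log2 mean was -0.41 (permutation p = 6e-05, adjusted over 6 relations 0.00018). Spearman's rho was -0.51 (permutation p = 1e-05, the smallest it can give, adjusted p = 6e-05). The log2(FC) was not related to the log2 mean past the threshold (r = 0.14, permutation p = 0.177, adjusted p = 0.265; rho = 0.20, permutation p = 0.0607, adjusted p = 0.121). Nor was its size (r = 0.04, permutation p = 0.695, adjusted p = 0.695; rho = 0.08, permutation p = 0.465, adjusted p = 0.559). Of the 33 genes not past the threshold, 26 had 95% intervals inside a 1.5-fold change in either direction, and 28 inside a 2-fold change. The other 5 were IL1B, IL6, IL12B, EGR1 and CX3CR1, for which a 2-fold change was not excluded. The mean normalized counts of CX3CR1, IL6 and EGR1 were the lowest of the panel at 3.52, 14.6 and 25.6.

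**Figure D3:**
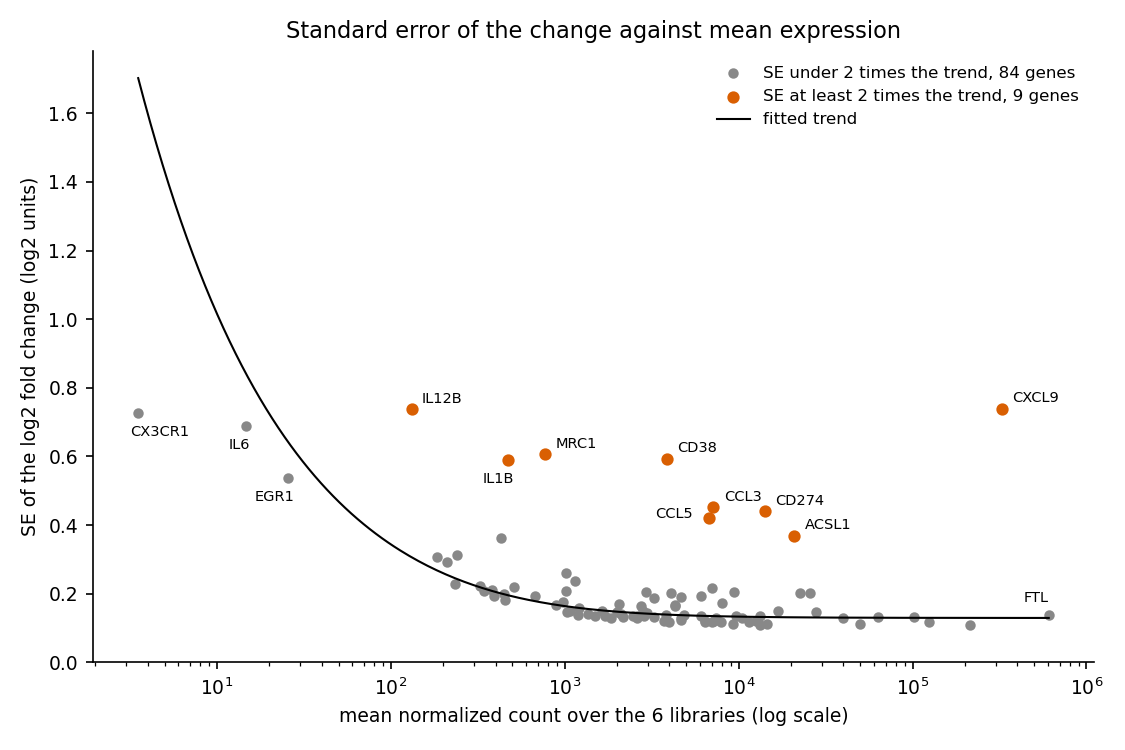
Standard error of the log2 fold change (vertical axis, log2 units) against the mean normalized count over the 6 libraries (horizontal axis, log scale) for the 93 genes of the authors' deposited table. Points are genes, the line is the fitted trend and orange marks the 9 genes at 2 times the trend or more. CXCL9 lies farthest above the line, with an SE of 0.74 at a mean of 325317.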

Values the study reported

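The study's quantitative PCR assays in single cells and in pools of 10 cells targeted 93 transcripts, with 84 single-cell and 88 ten-cell samples available per condition. Its model was fitted with success for 53 genes in CNT and 60 in IFNT, of which 41 were common to both. From those data the study counted 23 genes as differentially expressed between IFNT and CNT at an adjusted P-value under 0.05. It presents these calls among the genes modeled in both conditions. The cells for these assays were harvested later after treatment than those for the bulk libraries. The study's ethics statement mentions a healthy donor in the singular, whereas the bulk RNA came from different donors. The count of 23 is therefore not directly comparable with that from the bulk libraries. For RELA the study gave an adjusted P-value of 2.15e-05 for a larger fraction of expressing cells in IFNT. Greater variability among those cells had an adjusted P-value of 0.012. For CLEC7A the adjusted P-values were 0.002 for more continuous variability and 0.0006 for a drop in the discrete kind.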

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

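The tests that leave out genes with a large SE or with shared sequence were chosen after seeing the data, and the others before. The count of 60 changed genes stayed within 1.5 times under every alternative (42 to 70) except a test of a log2 fold change above 1 in size, which called 28. That test asks for more than a difference from 0. The share of higher genes lost its test when log2(FC) was centred on the housekeeping genes (56.5%, exact p = 0.336) or on the panel median (55.7%, exact p = 0.403). The latter evens the signs by construction and tests nothing. The housekeeping centre lies close to the panel median, so it evens the signs nearly as much and does not decide the split. In the other alternatives run for the split the share was 67.9% to 72.7%. Of the 60 genes, 57 kept their call and direction under both centrings.

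The interferon response list passed under all 5 alternatives run (adjusted p 8e-05 to 0.0044). With a minimum mean count of 100, fewer lists and genes entered, and adjusted p fell below 0.05 for cytokines and chemokines (0.0378; range over its alternatives 0.0378 to 0.203), alternative activation (0.0488; 0.0488 to 0.229) and pattern recognition (0.0488). The last also passed with ranks (0.0408; range 0.0408 to 0.141), for which the cause was not tested. The NF-kB and MAPK difference turned positive without passing with Wald statistics (adjusted p 0.890), ranks (0.441), and without genes of large SE (0.887) or shared sequence (0.975). The apoptosis list did the same (0.890, 0.627, 0.887 and 0.975). The cause was not tested. Relations of log2(FC) and SE to mean count kept direction and call with minimum means of 10 and 100.

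Of the 48 genes named by rule, 5 genes not past the threshold changed sign when centred on the panel median, by construction, to values of -0.16 (IFI30), -0.14 (BAX), -0.23 (TP53), -0.11 (DUSP1) and -0.056 (SPI1). On the housekeeping genes they were -0.14, -0.13, -0.22, -0.10 and -0.040. MRC1 lost its call with a threshold of 0.01 and with the Holm adjustment over the panel, the only call of these genes that the latter ended. No paired analysis was possible because the table holds the output of a model that already had donor as a term, and no values per library. For the same reason a fit with no replicate block, leaving out replicates, other pseudocounts or count filters, other count models and other splits of the libraries were not run, so it is unknown whether 1 library decides any call. What depth limits cannot be said without library totals.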

Other observations

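The comparisons of gene pairs and the tests of the SE were chosen after the values were seen. Of the panel, 21 genes belong to none of the fixed lists, and 7 of these were higher and 4 lower in IFNT in the authors' deposited table. PTGS2, the gene of the inducible cyclooxygenase, rose by 2.73 ± 0.21, while PTGS1, that of the constitutive enzyme, stood at -0.08 ± 0.14. The fatty acid activating enzyme gene ACSL1 rose by 1.45 ± 0.37 and the protease inhibitor gene SERPINA1 by 1.05 ± 0.12. TM6SF1 fell by 1.58 ± 0.16 and EIF2C4 (AGO4), an Argonaute gene, by 0.87 ± 0.14. Exon overlap with other genes was 38.8% for TM6SF1, so its value is uncertain if reads were counted without strand. In the fixed list of RNA processing the decapping factor gene DCP1A rose by 0.66 ± 0.15, while DCP2 (-0.17 ± 0.12) and DICER1 (0.08 ± 0.12) did not pass. DCP2 and PTGS1 passed as lower with either centring, but those calls include the downward shift of the centring.

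In all 11 pairs of related genes, picked for comparison because they looked different, the responses differed by more than their errors. The SE of each difference was taken as the sum of both SEs, its largest possible value, and p was adjusted over the pairs. The difference in log2(FC) was 2.81 for PTGS2 over PTGS1 (95% interval 2.13 to 3.49, adjusted p = 1.13e-15). It was 5.99 for TNF over IL8 (5.31 to 6.66, adjusted p = 3.92e-66), and 5.10 for TNF over IL6 (3.49 to 6.70, adjusted p = 8.75e-10). TLR4 exceeded TLR2 by 1.53 (0.93 to 2.14, adjusted p = 7.75e-07). RELA exceeded REL by 1.53 (0.96 to 2.11, adjusted p = 1.78e-07), although 45.4% of the sequence of REL was shared with other annotated genes. Within the AP-1 and ATF families ATF3 exceeded FOS by 4.22 (3.27 to 5.17, adjusted p = 1.52e-17) and JUN by 2.29 (1.69 to 2.89, adjusted p = 1.59e-13). Differences between genes of the same libraries do not depend on the scaling. These pairs were picked because they looked different, so the adjusted p-values do not count the pairs that were not tried.

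A group of 9 genes had an SE of 2 times the trend or more in the authors' deposited table: CXCL9 (5.70 times), CD38 (4.26), MRC1 (3.50), CCL3 (3.36), CD274 (3.34), CCL5 (3.12), IL1B (3.01), ACSL1 (2.81) and IL12B (2.41). Few reads in the group with the lower level are a possible reason. The median mean count of the 9 genes was 6740, with 3112 for the other genes, but IL12B, IL1B and MRC1 had only 131, 472 and 766. All 9 stayed at 2 times or more when the trend was fitted on the harmonic mean of the CNT and IFNT levels, which argues against few reads as the whole reason. The ratio fell there to 2.84 for CD38 and 2.38 for CCL5, and rose for IL12B, IL1B and MRC1. Few reads may thus add to the excess of CD38 and CCL5. Reads shared with near-identical copies are possible for CCL3 and CCL5, the 2 of 9 with at least 20% of their sequence in other genes, which argues against this as the common reason but leaves it open for both. A response that differs between donors may underlie the pattern, since the authors' model removes differences between donors in the level itself. It cannot be told apart from a single deviating library without values per library, and that 7 of the 9 changed by at least 2-fold, against 35 of the other 84 (two-sided Fisher exact p = 0.0735), does not decide it.

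A hypothesis from the same pattern was that responses of cytokine genes, or of interferon response genes, vary more between libraries than those of other genes. Over all genes the SE relative to the trend was 1.94 times that of the other genes for cytokines and chemokines and 1.66 times for the interferon response. These lists hold 5 and 3 of the 9 genes that gave the hypothesis, so these ratios restate the pattern. Without the 9 genes, the 4 cytokine members left did not pass (permutation p = 0.208), nor did the 6 interferon response members (permutation p = 0.0896). On the harmonic trend these p-values were 0.420 and 0.263. These tests left genes out by the same SE ratio that they compare, and few members remained. Not passing therefore does not count against the hypothesis. Over all genes, the permutation p on that trend, after Bonferroni adjustment over both lists, was 1e-04 for cytokines and chemokines and 0.0634 for the interferon response. These last values include the 9 genes that gave the hypothesis. The hypothesis therefore stays open for both lists.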
